# Down Regulation of CLDND1 Induces Apoptosis in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0130300

**Published:** 2015-06-17

**Authors:** Chandrani Achari, Sofia Winslow, Christer Larsson

## Abstract

Identification of targets for apoptosis induction is important to provide novel therapeutic approaches in breast cancer. Our earlier studies showed that down regulation of protein kinase C δ (PKCδ) induces death in breast cancer cells. In this study we set out to identify previously unrecognized apoptosis regulators in breast cancer cells. To identify candidates, global expression analysis with microarray was performed after down regulation of PKCδ in the basal-like breast cancer cell lines MDA-MB-231, MDA-MB-468 and BT-549. Genes that were down regulated in all cell lines were further studied for survival-supporting effects. The claudin-like CLDND1 was singled out since several independent siRNAs targeting CLDND1 induced cell death in several cell lines. The cell death induced by CLDND1 knockdown was caspase-dependent, suggesting induction of apoptosis. Nuclear fragmentation, cleavage of caspase-3 and PARP and release of cytochrome C from the mitochondria upon CLDND1 depletion demonstrated involvement of the intrinsic apoptotic pathway. Inhibition of MEK1/2 and JNK further potentiated the cell death induction by CLDND1 knockdown. However, CLDND1 down regulation augmented ERK1/2 phosphorylation, which thereby may protect against the apoptosis inducing effects of CLDND1 down regulation. A concomitant inhibition of MEK1/2 suppresses the ERK1/2 phosphorylation and markedly potentiates the cell death following CLDND1 siRNA treatment. There is today little information on the function of CLDND1. These data provide novel information on CLDND1 and highlight it as a novel survival factor in basal-like breast cancer cell lines.

## Introduction

Breast cancer is the most frequently diagnosed cancer among women worldwide and despite significant advances towards targeted therapy and screening techniques, breast cancer continues to be the major cause of cancer-related deaths [1]. Both abnormal proliferation and failure to activate apoptosis are major contributors leading to malignant cellular transformation [2, 3]. Identification of signal transduction targets for apoptosis induction is therefore of importance to provide novel opportunities for therapeutic approaches. For breast cancer, there are several potential signaling pathways that can be targeted to remove the survival support.

Earlier we showed that down regulation of protein kinase C δ (PKCδ) induces death in breast cancer cells [4]. The onset of cell death is rather slow and we have therefore hypothesized that it requires novel protein synthesis. In this study we set out to identify one or several of these potential apoptosis regulators in breast cancer cells. Three different breast cancer cell lines were treated with a PKCδ siRNA to induce cell death. Global expression analysis was performed and genes that were consistently up or down regulated were identified. One gene that was altered in all cells and also was seen to support survival in all cells was *CLDND1* which encodes a protein that has been denoted claudin-25 [5] and belongs to a protein family which encompasses claudins.

The role of claudins in carcinogenesis and progression to metastasis is an active area of investigation as a result of the frequent finding of altered claudin expression in several cancers. Claudins belong to the family of tight junction proteins that play an important role in the regulation of paracellular permeability and maintaining cell polarity in epithelial and endothelial cell sheets [6]. They are also vital for cell-cell interaction and for the maintenance of differentiated state of epithelial cells [7, 8]. Claudins are 21–28-kD transmembrane proteins having four transmembrane helices with their amino- and carboxy-terminal tails extending into the cytoplasm [9]. They constitute 26 family members in humans [10] and their expression appears to be tissue-specific [11, 12]. The claudins are capable of recruiting signaling proteins, thereby regulating various cellular processes including cell proliferation, differentiation and tumorigenesis [13–15]. Claudins are deregulated in a variety of malignancies [16–18]. In some studies claudin-3 and -4 are overexpressed in breast cancer and in contrast, claudin-1 and claudin-7 are down regulated, or, completely absent [19, 20]. Reduction in claudin-16 has been linked to aggressive tumors and high mortality in human breast cancer patients [21]. Increased expression of claudin-1 and -4 is associated with basal-like breast cancer subtype, which is often related to poorer outcomes [22]. Moreover, increases in claudin-4 correlated to adverse outcome including patients that have received adjuvant tamoxifen [23]. In addition, low levels of claudin-3, -4, and -7 is a hallmark of a subgroup of mainly triple-negative (no amplification of *HER2* and negative for estrogen and progesterone receptors) breast cancers with mesenchymal and cancer stem cell-like features [24, 25].

Claudin domain containing protein 1 (CLDND1), a claudin-like protein also known as claudin-25 [5, 10] is a multi-pass membrane protein that belongs to the PMP-22/EMP/MP20 family. It is widely distributed in the adult CNS with highest expression in the corpus callosum, caudate nucleus, cerebral cortex, medulla, putamen, spinal cord, substantia nigra and subthalamic nucleus and weakly in the adult heart [26]. However, not much is known about the function of CLDND1. In this study we demonstrate that it may play a role as a survival factor in breast cancer.

## Materials and Methods

### Cell Culture

All cell lines were obtained from American Type Culture Collection. MDA-MB-231, MDA-MB-468, BT-549 and MCF-7 breast cancer cells were maintained in RPMI 1640 medium (HyClone, Thermo Scientific) supplemented with 10% fetal bovine serum (EuroClone), 1 mM sodium pyruvate (HyClone, Thermo Scientific) and 100 IU/ml penicillin-streptomycin solution (HyClone, Thermo Scientific). The medium for BT-549 cells was additionally supplemented with 0.01 mg/ml insulin (Novo Nordisk A/S).

### Transfections

For siRNA transfections, cells were seeded at 40–50% confluency and grown in complete medium without antibiotics for 24 h. Cells were thereafter transfected for 72 h using 2 μl/ml Lipofectamine 2000 (Invitrogen) and 40 nM siRNA (Invitrogen) (Table 1) in Opti-MEM I (Invitrogen) according to the supplier’s protocol. Where indicated, benzyloxycarbonyl-Val-Ala-Asp-(*O*methyl) fluoromethyl ketone (Z-VAD-fmk; 20 μM), PD98059 (35 μM), SB203580 (10 μM), SP600125 (20 μM) (all from Sigma), U0126 (20 μM) (from Cell Signalling) Wortmannin (100 nM), or an equal volume of dimethyl sulfoxide was present from the initiation of transfection or for 24h.

**Table 1:** siRNA oligo nucleotides.

siRNA oligonucleotide	Sequence
Control	
CLDND1-1	GAAACCACAAUAGCGGGAUUGAUCU
CLDND1-2	UGUGCUUGCAUUUGCCGAAGCUUAU
CLDND1-3	CAGUAAGUUGUUAUGUUGCUGGAAU
PLEKHA2	CCCAGGCUAACUGCCUCCUCUGGUA
ACSL3	GGAGAGGAAGAUGUCUACAUUGGAU
SLC30A9	CCAGAUCCUUCUCAUCCGUACGGAU
MSN	GCUGAGCUGAAGACUGCCAUGAGUA
CALM3-1	CCACUGAAGCAGAGCUGCAGGAUAU
CALM3-2	GAGGUGGAUGCAGAUGGGAACGGGA
CALM3-3	GAUGAUCAGGGAGGCUGACAUCGAU
PRKAR1A	GGACCGACCUAGAUUUGAACGUGUU

### RNA extraction and expression analysis

Total RNA was extracted from MDA-MB-468 and BT-549 cells following PKCδ knockdown, with the RNeasy kit (Qiagen). The RNA samples were then treated with RQ1 RNAse-free DNase (Promega) to eliminate potential DNA contamination and evaluated on a Bioanalyzer 2100 (Agilent). RNA was amplified and labeled with Illumina TotalPrep-96 RNA Amplification Kit. Labeled RNA was hybridized to the Illumina Human HT-12 v4 Expression BeadChip. Data were normalized using quantal normalization. The data for MDA-MB-468 and BT-549 cells are deposited in GEO (Accession number GSE 55503). MDA-MB-231 data have been published and are deposited in Array Express (Accession E-MTAB-462). Differential gene expression was analyzed with the limma package in R.

### Western blot analysis

Cells were lysed in buffer (10 mM Tris-HCl, pH 7.2, 160 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, and 1 mM EGTA) containing 40 μl/ml Complete protease inhibitor (Roche Applied Science) and incubated on ice for 30 min. Lysates were cleared by centrifugation at 14,000 x *g* for 10 min at 4°C, diluted in sample buffer, and heated at 105°C for 5 min. Protein concentration was determined by Bradford assay. Equal amount of proteins were electrophoretically separated on either 10% or 12% NuPAGE Novex BisTris gels (Invitrogen) and transferred to polyvinylidene difluoride membranes (Millipore). Membranes were blocked with PBS containing 5% nonfat milk and probed with antibodies to caspase-3, phospho-ERK1/2 and ERK1/2, (1:500; Cell Signaling); PARP (1:500; BD Biosciences), cytochrome c (1:500; BD Biosciences) and actin (1:2000; MP Biomedicals). Proteins were visualized with horseradish peroxidase-labeled secondary antibody (Amersham Biosciences) using the SuperSignal system (Pierce) as substrate. Chemiluminescence was detected with a CCD camera (Fujifilm).

### Analysis of Viable Cell Number

Cells were seeded at a density of 2000 cells/well in 96-well culture plates and transfected with siRNA for 72 h. The amount of viable cells was assessed by a WST-1 cell viability assay (Roche Applied Science). Absorbance was measured in an Anthos 2020 enzyme-linked immunosorbent assay plate reader (Anthos Labtec Instruments).

### Annexin V Analysis

Following transfection, floating cells, pooled with trypsinized adherent cells, were stained with Annexin V-allophycocyanin (APC; Pharmingen) according to the supplier’s protocol, and the amount of bound Annexin V-APC was quantified with a FACSCalibur cytometer (BD Biosciences). 10,000 events were acquired on the FL-4 channel for the Annexin V-APC signal.

### Nuclear Morphology Analysis

MDA-MB-468 cells were seeded on glass coverslips at a density of 150,000 cells/35-mm cell culture dish and transfected with siRNA for 72 h. Following transfections, cells were fixed in 4% paraformaldehyde, washed with PBS and mounted on glass slides with a drop of Vectashield mounting medium with DAPI (Vector Labs) and nuclei were examined with fluorescence microscopy.

### Real-time qPCR

Total RNA was extracted with the RNeasy kit (Qiagen), and potential DNA contamination was eliminated with the RQ1 RNAse-Free DNase (Promega). Two micrograms of total RNA was used for cDNA synthesis with MultiScribe Reverse Transcriptase (Applied Biosystems). The cDNA was thereafter analyzed with Applied Biosystems 7300 real-time quantitative PCR system using the SYBR Green PCR Master Mix (Applied Biosystems). All primer pairs (Table 2) were designed according to RTPrimerDB or by using the Primer Express software (Applied Biosystems). The mRNA expression data were normalized to three reference genes (SDHA, UBC and YWHAZ). For relative quantification of gene expression, the comparative Ct method was applied.

**Table 2:** qPCR primers.

Primers for qPCR	Sequence 5′to 3′
**SDHA** forward	TGGGAACAAGAGGGCATCTG
**SDHA** reverse	CCACCACTGCATCAAATTCATG
**YWHAZ** forward	ACTTTTGGTACATTGTGGCTTCAA
**YWHAZ** reverse	CCGCCAGGACAAACCAGTAT
**UBC** forward	ATTTGGGTCGCGGTTCTTG
**UBC** reverse	TGCCTTGACATTCTCGATGGT
**CLDND1** forward	TGGTATAGCCCACCAGAAAGGAC
**CLDND1** reverse	CAATCCCGCTATTGTGGTTTCCG
**CALM3** forward	AATCTCTTCTCATCCACCCTCT
**CALM3** reverse	TCACGCCTACCTGCCCTTAC

### Subcellular fractionation

MDA-MB-468 cells were washed twice in ice-cold PBS, re-suspended in buffer [250 mM sucrose, 20 mM HEPES/KOH (pH 7.4), 10 mM KCl, 1.5 mM EGTA, 1.5 mM EDTA, 1 mM MgCl_2_ 1 mM DTT, digitonin C_E_ = 0.05%) and 40 μl/ml complete protease inhibitor (Roche Applied Science)] and homogenized with dounce homogenizer. Homogenates were centrifuged for 5 min at 800xg and supernatants were further centrifuged at 22000xg for 15 min. Supernatants were used as a cytosolic mithochondria-free fraction and the pellet was extracted and used as the membrane fraction containing mitochondria.

### Statistical Analysis

ANOVA followed by Duncan’s multiple range test was used for statistical analysis. The difference was considered significant if the p-value was < 0.05. All statistical calculations were performed using SPSS V.11.0.

### Accession Numbers

The data for MDA-MB-468 and BT-549 cells are deposited in GEO (Accession number GSE 55503). MDA-MB-231 data have been published and are deposited in Array Express (Accession E-MTAB-462).

## Results

### Effects of siRNAs targeting candidate survival genes on breast cancer cell death

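Gene expression was measured on Illumina Human HT-12 v4 Expression BeadChips, on which beads carrying probes read the amount of each transcript. Data from MDA-MB-468 and BT-549 cells, both established lines from basal-like breast cancers, were used, and MDA-MB-231 cells were not analysed here. In each line 3 arrays of cells transfected with the PKCδ siRNA (siPRKCD) were compared with 3 arrays of cells transfected with a control siRNA (siControl), 12 arrays in all. The general transfection protocol of the paper gives 40 nM siRNA for 72 h. The authors purified and DNase-treated total RNA, amplified and labelled it, and normalized the data by what the methods call quantal normalization. They deposited bead signals before normalization with a detection p-value for each probe, and a table of normalized signals. Here the signals before normalization were quantile-normalized over the 12 arrays without further background correction and taken to log2. Of 47323 probes, 19439 were kept because they were detected (p under 0.01) on at least 3 arrays, and a gene was read from its kept probe with the highest mean signal, which left 11459 genes. On MDA-MB-468 arrays 16036 to 17604 probes were detected with siControl (median 17107) and 16562 to 17724 with siPRKCD (median 16636). On BT-549 arrays 16640 to 17263 were detected with siControl (median 16832) and 15616 to 16595 with siPRKCD (median 16079), so that every siPRKCD array of this line showed fewer probes than every siControl array. Effects were tested with limma in one model over the 12 arrays, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Gene groups were listed before the data were examined and tested with camera at a preset correlation of 0.01 between genes. The number of arrays limits the precision, since an exact two-sided permutation test of 3 against 3 arrays cannot give a p below 0.10.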

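PRKCD mRNA, the target of the siRNA, fell in MDA-MB-468 cells from a log2 signal of 9.03 ± 0.18 (SD, n = 3) to 7.32 ± 0.14 (SD, n = 3), a log2 fold change of -1.72 (standard error 0.11, limma adjusted p = 6.3e-08). S100A8, a calcium-binding protein of epithelia and myeloid cells, had a log2 fold change of -3.60 (standard error 0.15, limma adjusted p = 3.2e-10), and its relative S100A7 had one of -2.99. The antimicrobial peptide gene DEFB1 changed by -2.56 on the log2 scale and the small heat shock protein gene CRYAB by -2.14. The serine protease inhibitor gene SERPINB7 rose 5.65-fold (standard error 0.11 on the log2 scale, limma adjusted p = 1.2e-09). SOCS2, an inhibitor of cytokine signalling, had a log2 fold change of 1.54, and the Wnt antagonist gene DKK1 had one of 1.43. In all, 2991 of the 11459 genes were called, 1424 higher and 1567 lower with siPRKCD. Of 16 measured NF-kB target genes, 8 were lower, none was higher and 8 did not pass the test (8 lower adjusted over the list alone, camera adjusted p = 0.0031; adjusted p = 0.28 with an estimated correlation). Among them were the chemokine gene CCL20, with a log2 fold change of -1.65, and the NF-kB inhibitor gene NFKBIA, with one of -0.80. Of 9 anti-apoptotic BCL2 family members and IAPs, 6 were lower and 1 was higher (6 and 2 adjusted over the list alone, camera adjusted p = 0.023; adjusted p = 0.28 with an estimated correlation). BIRC5, which encodes survivin, had a log2 fold change of -1.09 (standard error 0.14, limma adjusted p = 5.4e-05), BCL2L1 one of -0.91 and MCL1 one of -0.72. Of 10 pro-apoptotic BCL2 family members 3 were higher and 2 lower (likewise adjusted over the list alone, camera adjusted p = 0.76), with a median log2 fold change of 0.05. PMAIP1, which encodes NOXA and was among the 2 lower, had one of -1.05. Of 13 epithelial markers 7 were lower and none was higher, the same counts as adjusted over the list alone (camera adjusted p = 0.013; adjusted p = 0.22 with an estimated correlation), with the keratin gene KRT5 at -1.59. Of 18 genes of ERK pathway output 6 were higher and 2 lower (8 and 2 adjusted over the list alone, camera adjusted p = 0.023; adjusted p = 0.71 with an estimated correlation). The ERK phosphatase gene DUSP6 had a log2 fold change of 1.11, while the immediate early gene EGR1 had one of -1.10. Without siControl replicate 3 of this line the list was not called (limma camera, adjusted p = 0.098). After median centring without quantile normalization 1461 genes were called, 647 higher and 814 lower.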

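In BT-549 cells PRKCD fell from a log2 signal of 7.73 ± 0.03 (SD, n = 3) to 6.86 ± 0.17 (SD, n = 3), a log2 fold change of -0.87 (standard error 0.11, limma adjusted p = 5.3e-05), and its probe was detected on 1 of the 3 siPRKCD arrays. With the signal at background on the other 2, this value is a lower bound on the size of the fall. With neqc background correction the log2 fold change of PRKCD was -1.96 in BT-549 and -2.54 in MDA-MB-468 cells. MX1, an antiviral GTPase, had a log2 fold change of -2.88 (standard error 0.26, limma adjusted p = 3.2e-06), and the antiviral proteins IFIT1, IFIT2 and IFIT3 had log2 fold changes of -2.60, -1.91 and -1.18. Of 25 measured interferon response genes 17 were lower, none was higher and 8 did not pass the test (21 lower adjusted over the list alone, camera adjusted p = 1.1e-12; adjusted p = 0.21 with an estimated correlation). STC1, which encodes the hormone stanniocalcin, rose with a log2 fold change of 2.43 (standard error 0.13, limma adjusted p = 2.2e-08), and the transcriptional co-regulator gene CITED4 with one of 2.24. In all, 3030 genes were called, 1325 higher and 1705 lower with siPRKCD. Without siControl replicate 1 of this line 875 were higher and 1194 lower in limma. Of 18 genes of ERK pathway output 12 were higher and 1 was lower (13 and 1 adjusted over the list alone, camera adjusted p = 2.1e-08; adjusted p = 0.21 with an estimated correlation). The feedback inhibitor gene SPRY4 had a log2 fold change of 2.03 (standard error 0.13, limma adjusted p = 1.3e-07), DUSP6 one of 1.66 and the cyclin gene CCND1 one of 1.43. Of 17 ATF4 targets of the integrated stress response 7 were higher and none was lower, the same as adjusted over the list alone (camera adjusted p = 0.0028; adjusted p = 0.50 with an estimated correlation), with VLDLR at 0.86. Of 16 autophagy and lysosome genes 8 were lower and none was higher (10 lower adjusted over the list alone, camera adjusted p = 0.0036; adjusted p = 0.44 with an estimated correlation), with the autophagy receptor gene SQSTM1 at -0.81. Of 18 cholesterol synthesis genes 9 were lower and none was higher, likewise adjusted over the list alone (camera adjusted p = 0.0080; adjusted p = 0.50 with an estimated correlation), with HMGCS1 at -1.37 and LSS at -1.44. Of 15 ER chaperones and unfolded protein response genes 7 were lower and 1 was higher (9 and 1 adjusted over the list alone, camera adjusted p = 0.0080; adjusted p = 0.17 with an estimated correlation), with HSPA5, which encodes BiP, at -0.76. Of 13 mesenchymal markers 8 were lower and 1 was higher, the same counts as adjusted over the list alone (camera adjusted p = 0.0036; adjusted p = 0.19 with an estimated correlation). The matrix genes SPARC and COL1A2 had log2 fold changes of -0.87 and -0.81. After median centring 1788 genes were called in this line, 390 higher and 1398 lower, so that the higher genes made up 21.8% of the calls in place of 43.7%.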

To identify cell death regulators of breast cancer cell death, apoptosis was induced by treatment with a PKCδ siRNA, as previously shown [4], and the global gene expression was analyzed. Analysis of differential expression levels highlighted *CLDND1*, *PLEKHA2*, *ACSL3*, *SLC30A9*, *MSN*, *CALM3* and *PRKAR1A* as potential regulators of breast cancer cell survival since they were affected by PKCδ siRNA in all cell lines (Table 3). 

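Of the 7 genes of Table 3, 5 could be read from the probe annotation used here and 2 were not analysed here. All 5 were lower after PKCδ siRNA in both lines, with every siPRKCD array below every siControl array, a separation that chance gives to 5% of genes in each line. CLDND1, which encodes a claudin domain-containing membrane protein, fell in MDA-MB-468 cells from a log2 signal of 10.51 ± 0.08 (SD, n = 3) to 9.18 ± 0.09 (SD, n = 3), a log2 fold change of -1.32 (standard error 0.09, limma adjusted p = 8.2e-08). In BT-549 cells its log2 fold change was -0.94 (standard error 0.09, limma adjusted p = 4.5e-06), and a second CLDND1 probe gave -1.25 and -0.91. MSN, which encodes moesin, a protein linking actin to the plasma membrane, had log2 fold changes of -1.96 (standard error 0.11, limma adjusted p = 1.4e-08) and -1.41 (adjusted p = 1.2e-06) in the 2 lines. PRKAR1A, a regulatory subunit of protein kinase A, had log2 fold changes of -1.53 (standard error 0.14, limma adjusted p = 2.2e-06) and -1.52 (adjusted p = 4.4e-06), and another PRKAR1A probe gave -1.90 and -1.68. PLEKHA2, a phosphoinositide-binding adaptor also named TAPP2, had log2 fold changes of -1.34 (limma adjusted p = 9.1e-07) and -0.99 (adjusted p = 2.3e-05). Another kept PLEKHA2 probe, detected on the BT-549 arrays and on no MDA-MB-468 array, gave -0.06 in BT-549 cells. SLC30A9, a member of the zinc transporter family, had log2 fold changes of -1.17 (limma adjusted p = 9.6e-07) and -0.89 (adjusted p = 1.8e-05). Of 12 measured genes in a list of the candidates and their relatives, 5 were lower and 1 was higher in MDA-MB-468 cells (likewise adjusted over the list alone, camera adjusted p = 0.0092; adjusted p = 0.19 with an estimated correlation). In BT-549 cells 6 were lower and 1 was higher (7 and 3 adjusted over the list alone, camera adjusted p = 0.0051; adjusted p = 0.17 with an estimated correlation). This list holds genes that the study chose on these samples, so its direction and its counts are not independent evidence. Its member PLEKHA1, a paralog of PLEKHA2, had log2 fold changes of -1.59 and -0.55. Since the genes of Table 3 were affected by PKCδ siRNA in all cell lines, the paper proposes them as potential regulators of breast cancer cell survival.

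**Figure D1:**
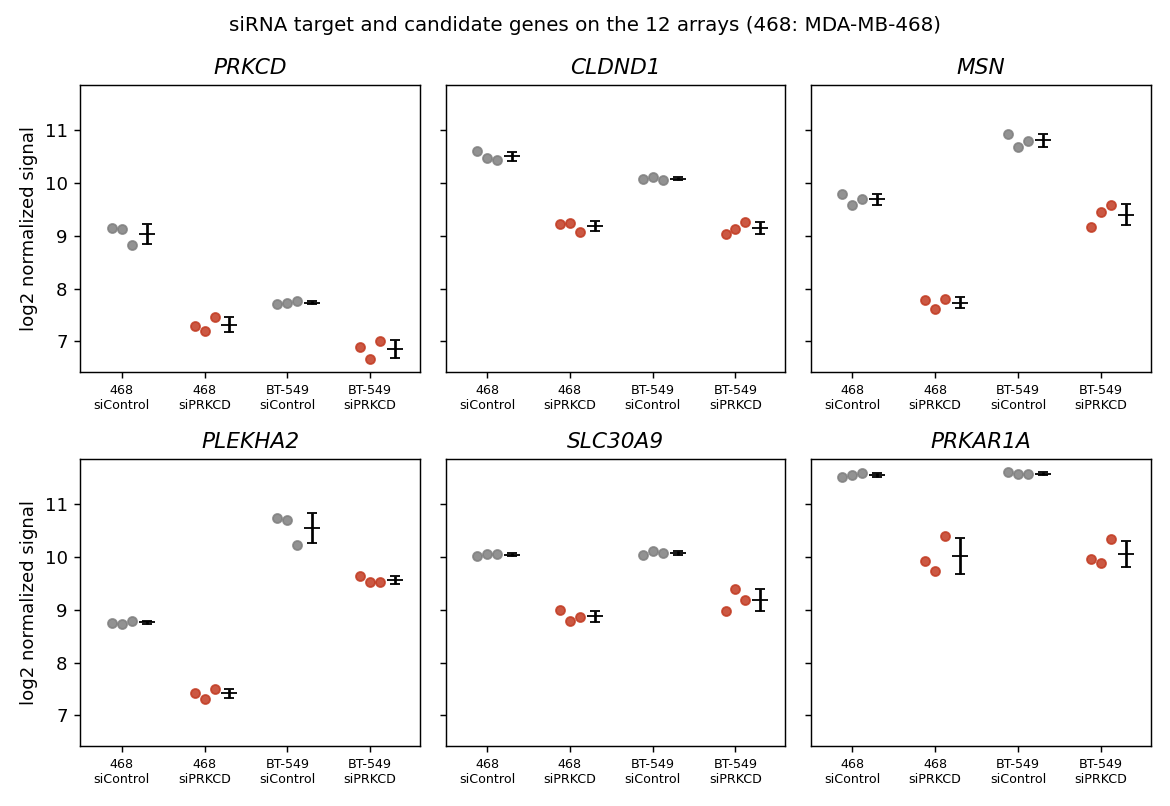
Log2 quantile-normalized signal (y axis) of PRKCD and 5 genes of Table 3 on each of 12 arrays, by cell line and siRNA (x axis). Points are arrays, and the dash and bar beside them are the mean and SD of 3 arrays. The siControl arrays lie above the siPRKCD arrays in each line for each gene, as for CLDND1 in MDA-MB-468 cells with means of 10.51 and 9.18.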

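The 5 genes were among 650 genes called lower in both lines, where 233.2 would be called lower in both if the calls of the lines were independent. Ranked by the smaller of the falls in the 2 lines, PRKAR1A was number 2, MSN number 3, PLEKHA2 number 17, CLDND1 number 25 and SLC30A9 number 37. The paper's choice also rests on MDA-MB-231 cells, which were not analysed here, so these ranks are over a wider set of genes. Other genes near the top were GBP2, a guanylate-binding protein, with log2 fold changes of -1.79 in MDA-MB-468 and -1.70 in BT-549 cells, and IL13RA1, a receptor subunit for interleukins, with -1.70 and -1.40. PGD, an enzyme of the pentose phosphate pathway, had a log2 fold change of -1.26 (standard error 0.13, limma adjusted p = 5.8e-06) in MDA-MB-468 and of -1.49 (adjusted p = 2.7e-06) in BT-549 cells. The autophagy modulator gene DRAM1 had -1.19 and -1.37, and MAN2A1, a Golgi mannosidase, had -1.10 and -1.14. The survivin gene BIRC5 changed by -1.09 in BT-549 cells, as in MDA-MB-468 cells. A further 522 genes were called higher in both lines (164.7 under independence), and 68 were called in opposite directions (393.1 under independence). SNHG15 and EPB41L4A-AS1, both long non-coding RNAs, had log2 fold changes of 1.38 and 1.14 in MDA-MB-468 and of 1.38 and 1.12 in BT-549 cells. UPP1, a uridine phosphorylase, had 0.99 and 1.51, PHLDA1 had 0.99 and 1.39, and the nuclease gene AEN, a p53 target, had 0.80 and 0.88. Across genes, which are not independent replicates, the log2 fold changes of the 2 lines had a Pearson r of 0.463 and a Spearman rho of 0.482, while the deviations of the arrays from their group means, divided 3 against 3 in each line, gave absolute r values of up to 0.204 over 81 pairs of divisions. The covariance was 0.0538. The response itself differed between the lines for 1234 genes in limma's interaction test, of which 329 were detected on no array of 1 of the lines. The count was 616 with probes detected on all 12 arrays and 1862 with the replicate number as a block. After median centring 331 genes were lower and 136 higher in both lines, and 510 differed between the lines.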

To study their potential role in cell death the breast cancer cell lines were treated with siRNAs targeting the genes (Fig 1). CALM3 siRNA effectively increased cell death, measured as Annexin V positivity, in both MDA-MB-231 and MDA-MB-468 cells and had a similar tendency in BT-549 cells. The siRNA targeting CLDND1 also induced cell death in MDA-MB-468 cells and had a similar tendency in MDA-MB-231 and BT-549 cells. The siRNAs targeting the other candidate genes had less consistent cell-death inducing effects (Fig 1). Based on these data it is premature to conclusively exclude a role in cell survival for these genes. However, based on this initial screening CALM3 and CLDND1 were selected as the most promising candidates for further study.

**Table 3:** Genes influenced by PKCδ siRNA in all cell lines. FC indicates change in log2 value between cells treated with siPKCδ and a control siRNA and is the mean of three experiments. This value, as well as the adjusted p-value, was obtained from analyses with the limma package in R.

Gene	BT-549		MDA-MB-231		MDA-MB-468	
	FC	Adj p-val	FC	Adj p-val	FC	Adj p-val
ACSL3	-1.51	1.12e-05	-1.34	1.01e-05	-1.75	1.72e-06
CALM3	-1.19	7.09e-05	-1.05	2.11e-05	-1.17	6.41e-05
CLDND1	-0.94	1.01e-05	-1.13	1.95e-05	-1.32	2.43e-07
MSN	-1.40	8.81e-06	-1.36	4.46e-06	-1.96	2.10e-07
PLEKHA2	-0.99	1.23e-04	-1.87	7.33e-06	-1.34	8.58e-06
PRKAR1	-1.68	1.11e-06	-1.31	8.91e-06	-1.90	1.08e-07
SLC30A9	-0.89	6.00e-05	-1.19	9.48e-06	-1.16	4.98e-06

**Fig 1:**
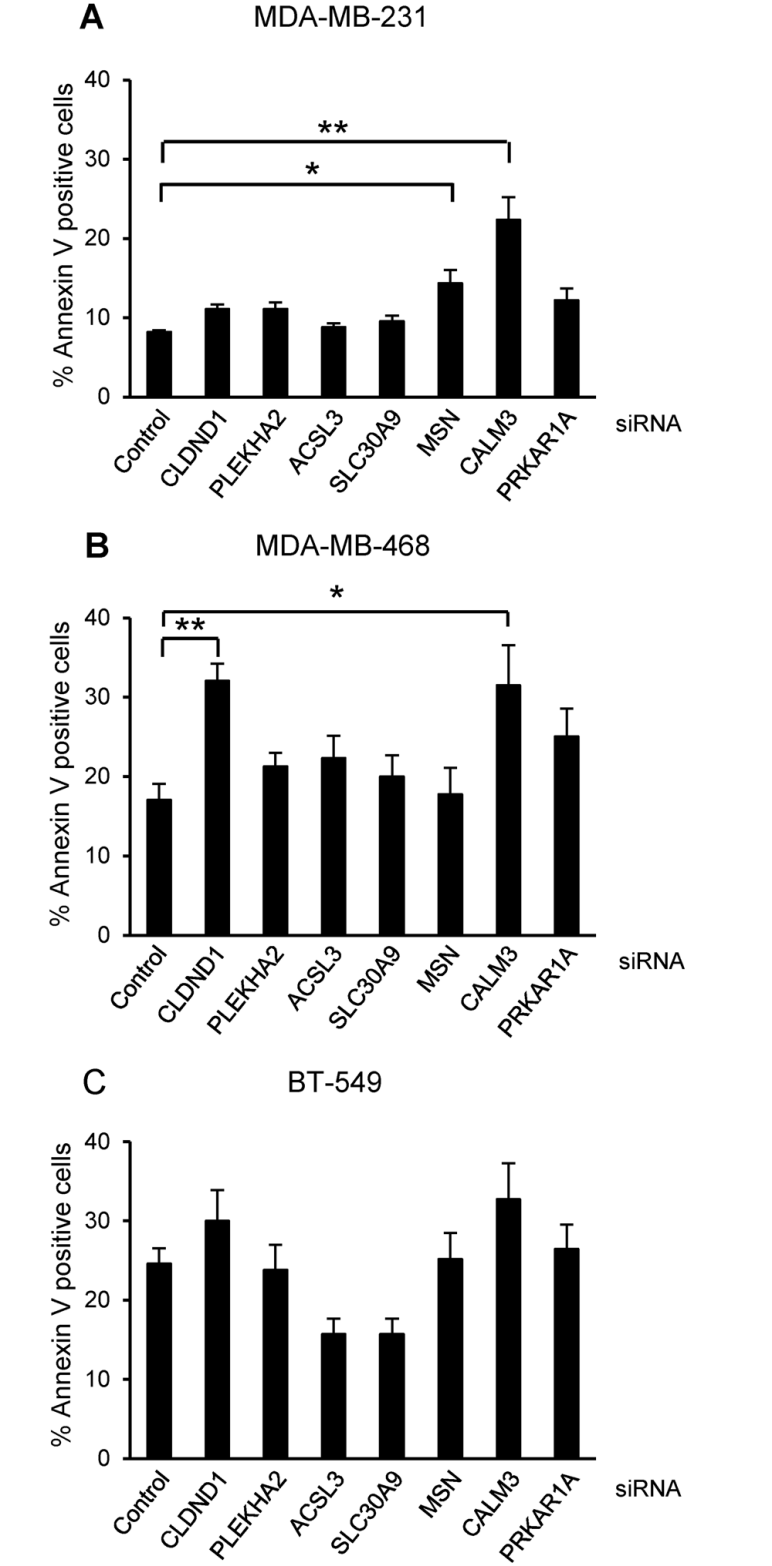
Effects of silencing CLDND1, PLEKHA2, ACSL3, SLC30A9, MSN, CALM3 and PRKAR1A on breast cancer cell death. MDA-MB-231 (A), MDA-MB-468 (B) and BT-549 (C) breast cancer cells were transfected with siRNA oligonucleotides targeting CLDND1, PLEKHA2, ACSL3, SLC30A9, MSN, CALM3, PRKAR1A or with a control siRNA for 72 h. Cells were subjected to Annexin V-APC staining and flow cytometry analysis. Data (mean ± S.E.M., n = 3) represent percent Annexin V-positive cells related to control conditions. Asterisks indicate statistically significant differences (*, p<0.05; **, p<0.01) compared with control cells.

### CLDND1 depletion decreases viability of different breast cancer cell lines

As an initial step we sought to exclude off-target effects of siRNAs by evaluating two additional siRNAs for both CALM3 and CLDND1. In these experiments CALM3 was excluded since none of the two additional siRNAs led to cell death (not shown) and we therefore continued with CLDND1.

The role of CLDND1 in breast cancer cells was validated by transfecting MDA-MB-231, MDA-MB-468, BT-549 and MCF-7 cells with three different siRNA oligonucleotides targeting CLDND1 (Fig 2B–2E). A marked reduction in cell viability, as measured by a WST-1 assay, was detected following treatment with all CLDND1 siRNAs in MDA-MB-231 cells (p<0.05 for siCLDND1-2 and p<0.01 for siCLDND1-1 and siCLDND1-3). For MDA-MB-468 and BT-549 cells less pronounced effects, but with the same tendency, could be seen (Fig 2B–2D). However none of three CLDND1 siRNAs had any substantial effect on MCF-7 cells (Fig 2E). We also measured the basal levels of CLDND1 mRNA in MDA-MB-231, MDA-MB-468, BT-549 and MCF-7 cells by doing qPCR analysis of CLDND1 gene (Fig 2A). Expression of CLDND1 was much higher in MDA-MB-231 cells compared to MDA-MB-468, BT-549 and MCF-7 cells.

**Fig 2:**
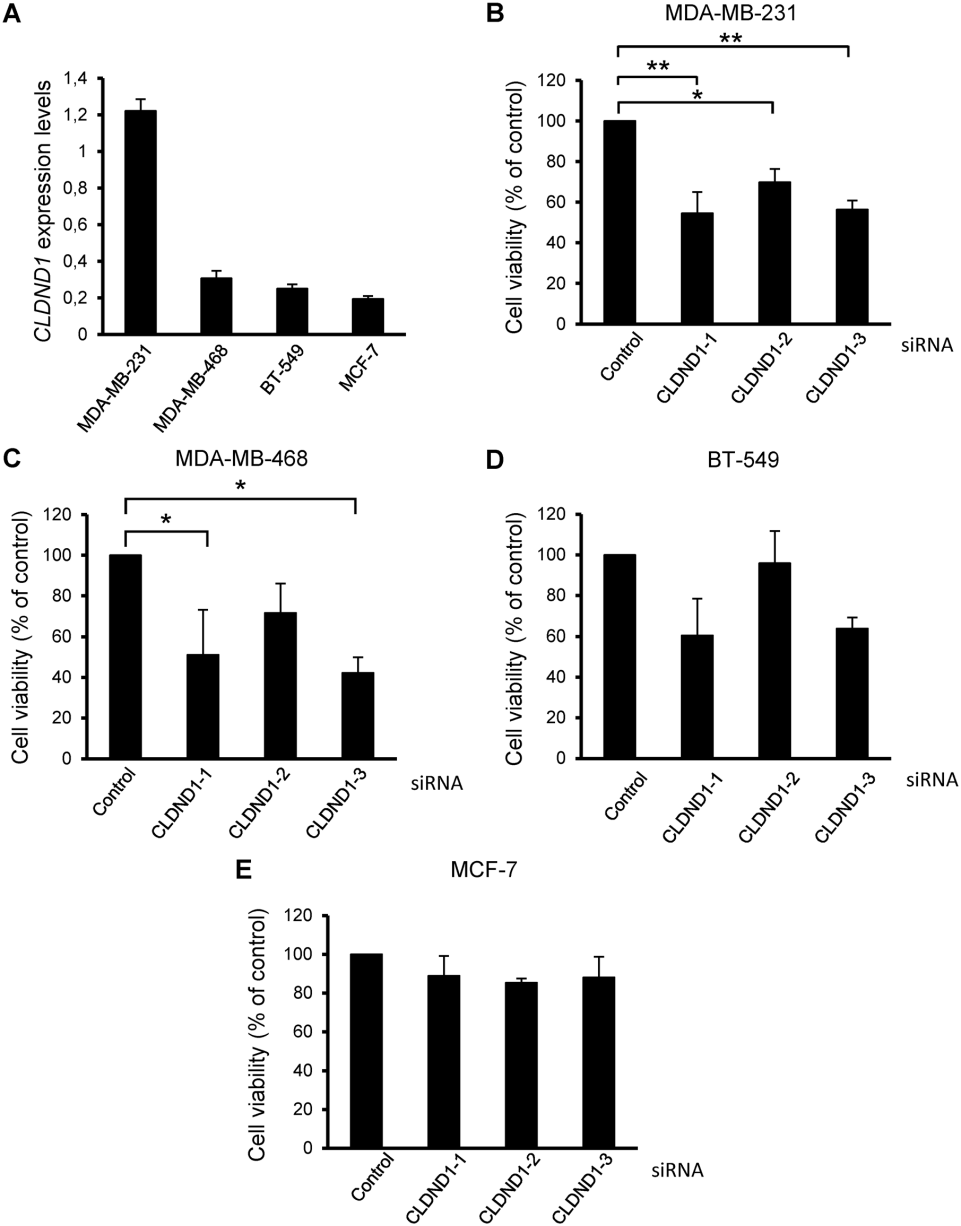
CLDND1 depletion decreases viability of different breast cancer cell lines. (A) mRNA expression of CLDND1 in various breast cancer cell lines. MDA-MB-231, MDA-MB-468, BT-549 and MCF-7 cells were incubated under normal conditions for 24 h. Cells were subsequently harvested and were analyzed for mRNA expression of CLDND1 with real-time quantitative PCR. In B-E, MDA-MB-231, MDA-MB-468, BT-549 and MCF-7 cells respectively, were transfected with three different siRNA oligonucleotides targeting CLDND1 or with a control siRNA for 72 h. Cells were thereafter subjected to WST-1 assay. Data (mean ± S.E.M., n = 3) represent the amount of viable cells expressed as percent viable cells obtained under control conditions (B-E). Asterisks indicate statistically significant differences (*, p<0.05; **, p<0.01) compared with control cells.

### Down-regulation of CLDND1 induces death in several breast cancer cell lines

To validate that the decrease in viable cell number is due to increased cell death, an Annexin-V assay was done following treatment with the siRNAs. An increase in cell death as measured with Annexin V positivity was detected with CLDND1 depletion in MDA-MB-231 and MDA-MB-468 cells (Fig 3A and 3B). It was significant for two of the siRNAs (p<0.01 in MDA-MB-231 cells and p<0.05 in MDA-MB-468 cells) and a similar tendency was observed with the third one. For BT-549 cells a tendency to increased, albeit not significant, was seen with all siRNAs (Fig 3C). However, no increase in cell death was obtained in MCF-7 cells (Fig 3D). The knockdown of CLDND1 in each of these cells was confirmed with qPCR analysis of CLDND1 gene (Fig 3E–3H).

**Fig 3:**
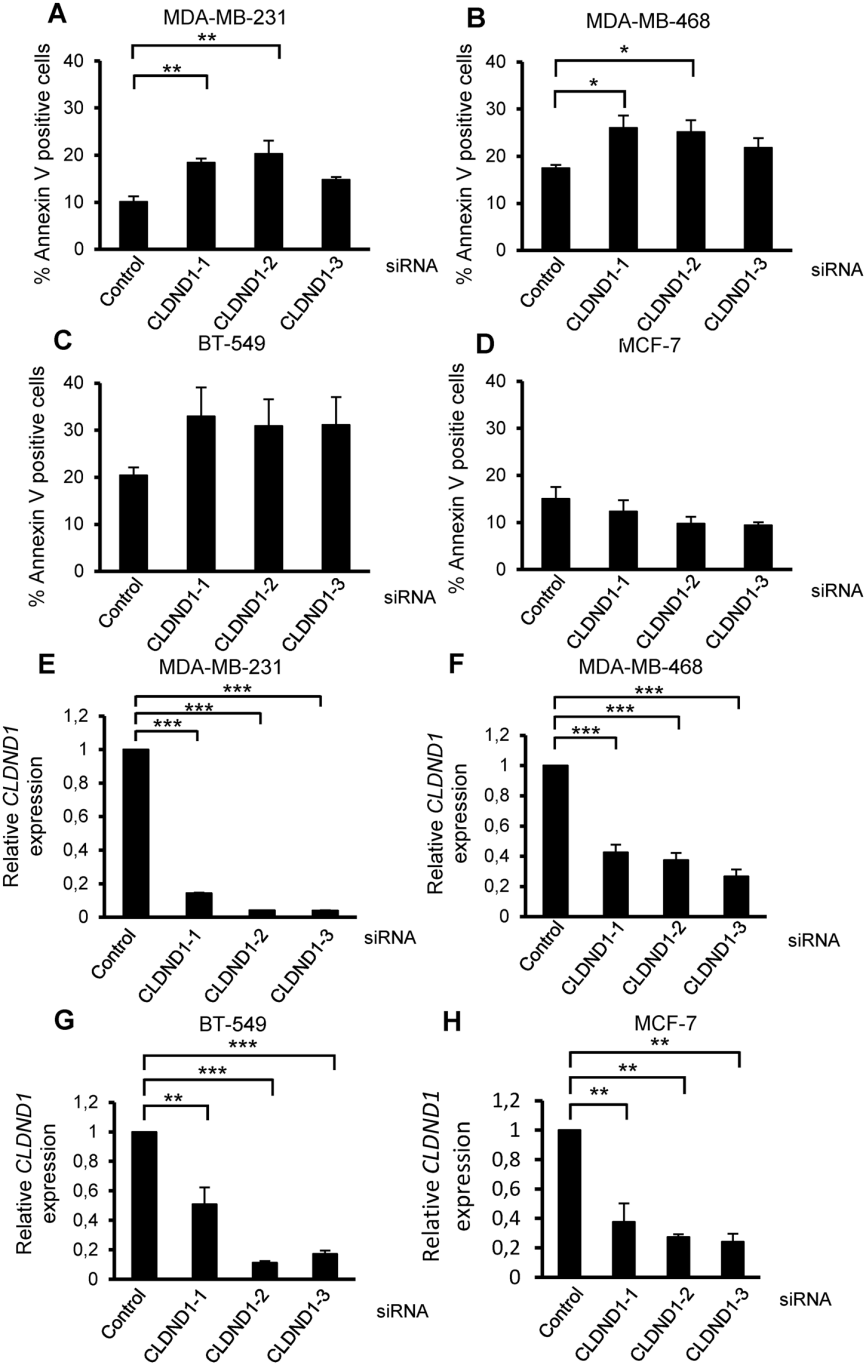
Silencing of CLDND1 induces death in various breast cancer cell lines. MDA-MB-231, MDA-MB-468, BT-549, MCF-7 cells were transfected with three different siRNA oligonucleotides targeting CLDND1 or with a control siRNA for 72 h (A-H). Cells were then either subjected to Annexin V-APC staining and flow cytometry analysis (A-D) or analyzed for mRNA expression of CLDND1 with real-time quantitative PCR (E-H). Data in A-D (mean ± S.E.M., n = 3) represent percent AnnexinV-positive cells related to control conditions and in E-F (mean ± S.E.M., n = 2–3) represent CLDND1 mRNA levels normalized to control. Asterisks indicate statistically significant differences (*, p<0.05; **, p<0.01; ***, p<0.001) compared with control cells.

### CLDND1 depletion induces cleavage of caspase 3 and PARP in addition to cytochrome c release from mitochondria

Since increase in Annexin V positivity does not distinguish between apoptotic and necrotic cells, we next examined the effects of CLDND1 down regulation on apoptosis in MDA-MB-468 cells. For this purpose, the nuclear morphology of the MDA-MB-468 cells was analyzed by DAPI staining (Fig 4A). Contrary to control cells (Fig 4A left), cells treated with siCLDND1 (Fig 4A right) showed apoptotic morphology characterized by several condensed or fragmented nuclei. We further evaluated the role of caspases by using the pan-caspase inhibitor zVAD-fmk (Fig 4B and 4C). Annexin V analysis revealed that zVAD-fmk suppressed cell death induced by CLDND1 depletion (p<0.05 for siCLDND1-3. In addition, down regulation of CLDND1 induced cleavage of caspase 3 and PARP (Fig 4D). The caspase 3 cleavage was abolished if cells were treated with Z-VAD-fmk. CLDND1 depletion also triggered a rapid release of cytochrome c from mitochondria (Fig 4E), as determined by immunoblot analysis using cytosolic and mitochondria containing fractions. Taken together, the data indicate that CLDND1 depletion leads to apoptosis via the intrinsic pathway.

**Fig 4:**
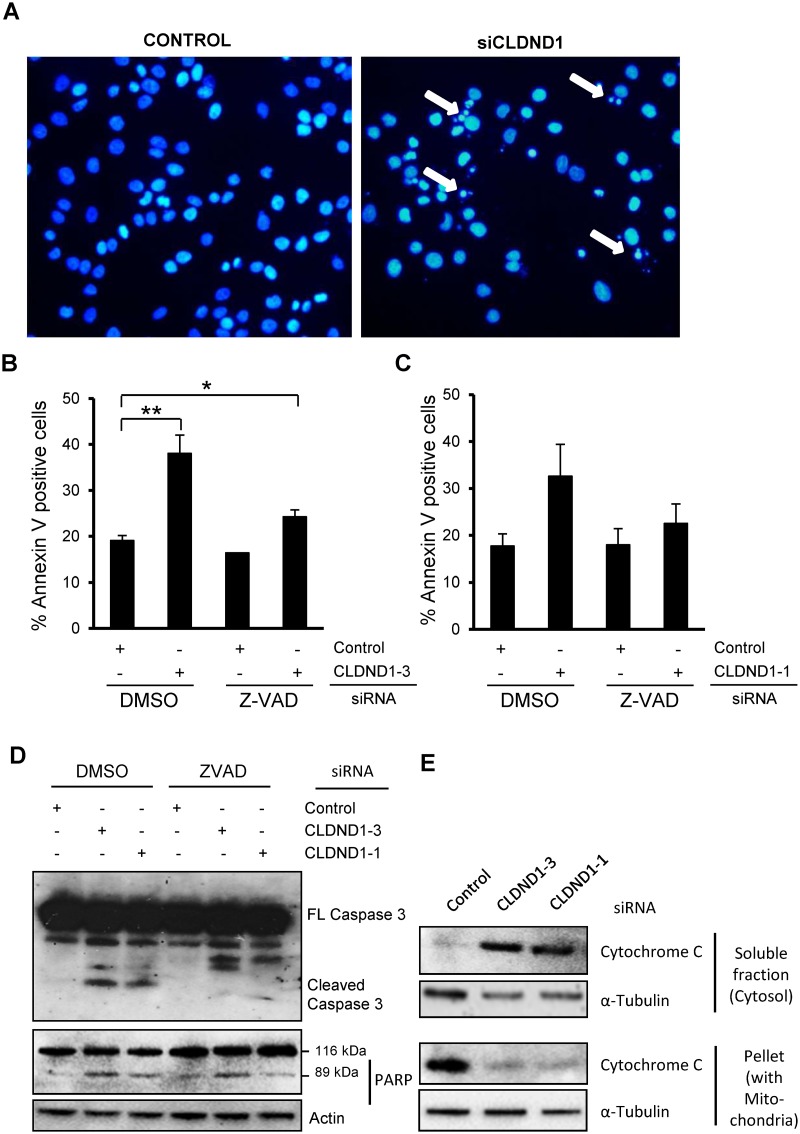
Involvement of caspase 3 and PARP cleavage together with cytochrome c release in siCLDND1 mediated effetcs. MDA-MB-468 cells following transfection with siRNA targetting CLDND1 or with a control siRNA for 72h, were either subjected to DAPI staining followed by evaluation of nuclear morphology (A), to Annexin V-APC staining and flow cytometry analysis (B, C) or harvested for Western blotting (D, E). In western blot analysis, whole cell lysates (D) or subcellular fractions (E) of the MDA-MB-468 cell lines were prepared and analyzed for caspase-3, PARP and cytochrome c. Where indicated 20 μM of z-vad or an equal volume of dimethyl sulfoxide (DMSO) was present from the initiation of transfection. Arrows in (A) indicate condensed and/or fragmented nuclei. Data in B and C (mean ± S.E.M., n = 2–3) represent percent Annexin V-positive cells related to control conditions. Western blots are representative of three independent experiments.

### Role of MEK-ERK, JNK, PI3K, and AKT Signaling Pathways

Further, we sought to investigate the potential involvement of signaling mechanisms in apoptosis induced by CLDND1 down regulation. Inhibition of MEK-ERK by PD98059 (p<0.01 for siCLDND1-3) or U0126 (p<0.05 for both CLDND1 siRNAs) substantially augmented the apoptosis induced by CLDND1 down-regulation in MDA-MB-468 cells (Fig 5A and 5B). Treatment with SP600125, an inhibitor of JNK pathway exhibited a similar tendency (Fig 5C, p<0.01). The PI3K inhibitor Wortmannin also to some extent augmented cell death effects of CLDND1 depletion. On the other hand, inhibition of p38 with SB203580 did not influence the apoptotic effect of CLDND1 down-regulation in MDA-MB-468 cells (Fig 5D and 5E).

**Fig 5:**
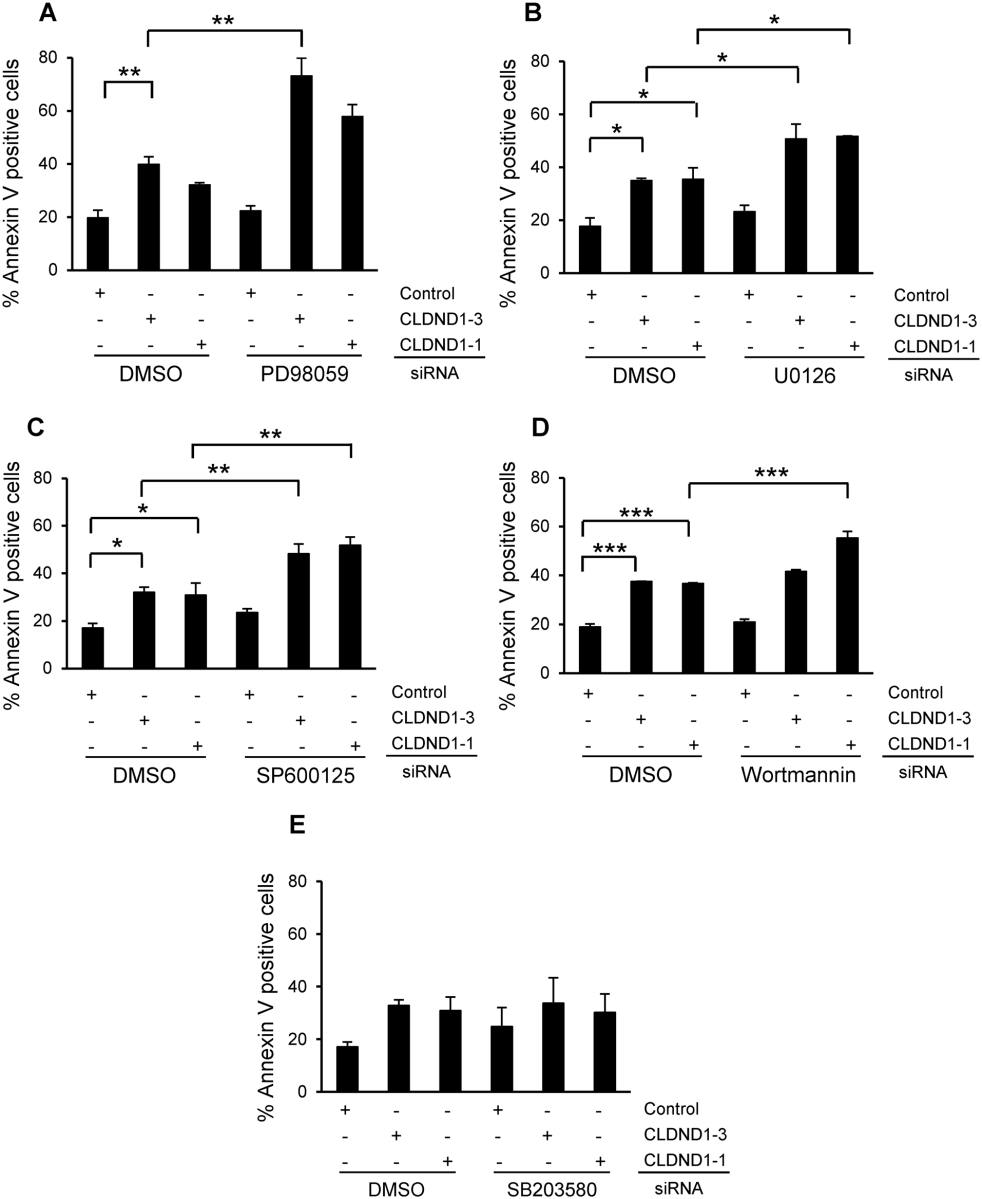
Role of MEK-ERK, JNK, PI3K, and AKT signaling pathways in CLDND1 knockdown induced cell death in MDA-MB-468 cells. MDA-MB-468 cells transfected with siRNA targeting CLDND1, or a control oligonucleotide and incubated for 72 h in complete medium before being subjected to Annexin V analysis (A-E). Where indicated, 35 μM PD98059 (A), 20 μM U0126 (B), 20 μM SP600125 (C), 0.2 μM Wortmannin (D), 10 μM SB203580(E) or an equal volume of dimethyl sulfoxide (DMSO) was present for 24h before harvesting of the cells for Annexin V analysis. Data in A–E (mean ± S.E.M., n = 2–3) show the percentage of Annexin V-positive cells related to control conditions. Asterisks indicate statistically significant differences (*, p<0.05; **, p<0.01; ***, P<0.001) compared with control cells.

Since MEK and JNK inhibitors enhanced the cell death induced by CLDND1 depletion we next checked if CLDND1 depletion has any effect on the phosphorylation of ERK and JNK. Western blot analysis revealed that CLDND1 down regulation in MDA-MB-468 cells led to a 2.1 and 3.6 fold increase in ERK1/2 phosphorylation by two different siCLDND1 oligos (Fig 6A and 6B). The MEK inhibitors PD98059 or U0126 abolished this increase (Fig 6C). Given the effects of U0126 and PD98059 on cell death in the presence of CLDND1 siRNA the increase in pERK could actually protect against an even more pronounced cell death. On the other hand, for JNK phosphorylation there was rather a suppression by siCLDND1-1 (p<0.05) (Fig 6D and 6E).

**Fig 6:**
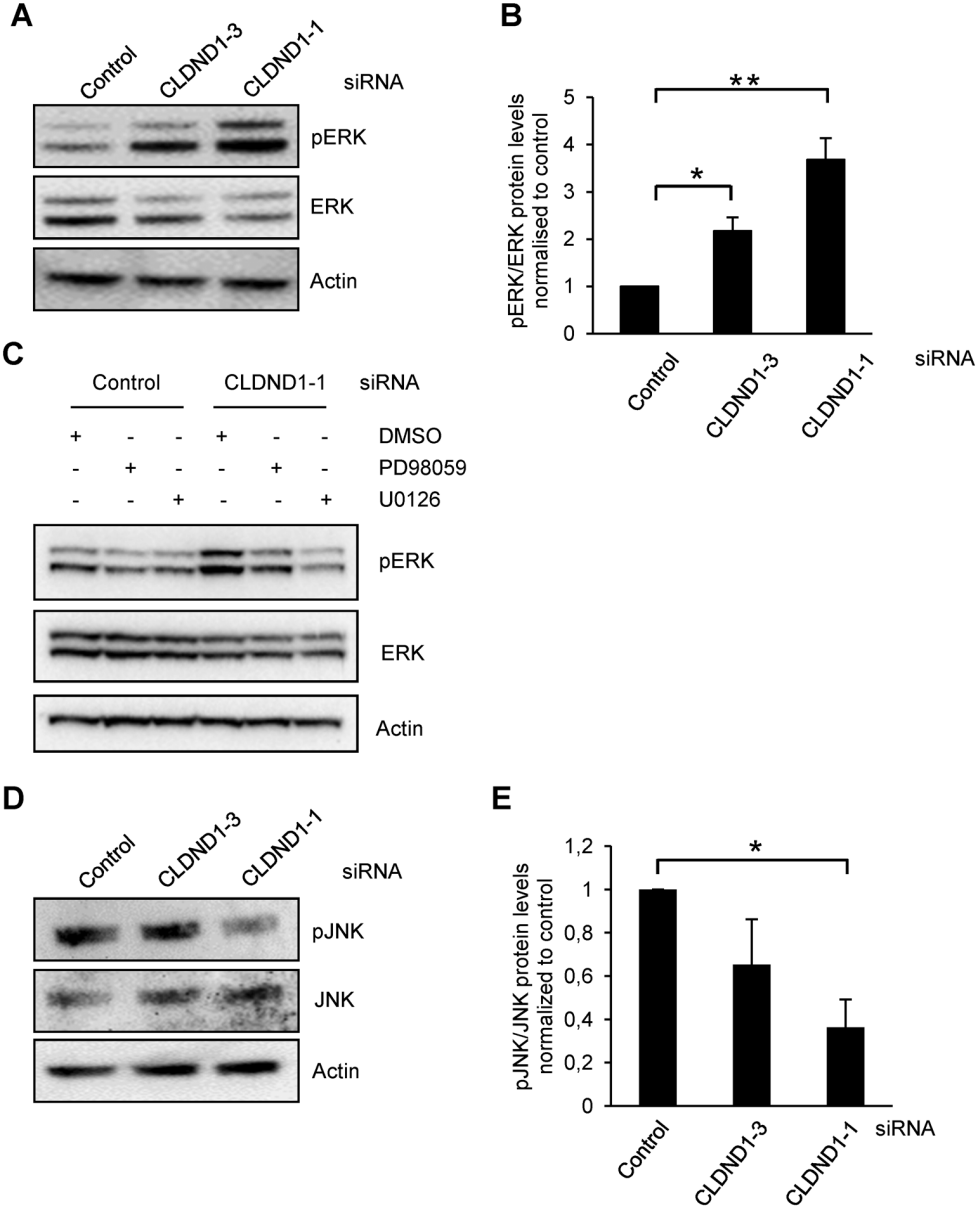
MEK-ERK inhibitor reversed siCLDND1-induced ERK activation. MDA-MB-468 cells transfected with siRNA targeting CLDND1, or a control oligonucleotide and incubated for 72 h in complete medium before being harvested for Western blotting (A, C and D). Where indicated, 35 μM PD98059, 20 μM U0126 (C) or an equal volume of dimethyl sulfoxide (DMSO) was present for 24h before harvesting of the cells for Western blotting. Whole cell lysates of the MDA-MB-468 cell line were analyzed by Western blotting (A, C and D). Data in B and E (mean ± S.E.M., n = 3) are quantifications of A and D respectively. Western blots (A, C and E) are representative of three independent experiments. Asterisks indicate statistically significant differences (*, p<0.05; **, p<0.01) compared with control cells.

## Discussion

Accumulating evidence suggests that claudins not only play a role in epithelial and endothelial cell barrier functions but also are involved in processes of importance for malignancy, such as proliferation, invasion and metastasization. Expression of claudins has been found to be abnormal in many cancers [16–23]. Claudin expression has also been related to resistance to cell death in some tumors [27]. CLDND1 otherwise known as claudin-25 [5, 10] is a claudin-related protein whose biological functions have not been elucidated [26]. In this study we unravel a previously unknown role of CLDND1 in breast cancer cell apoptosis.

There is an accumulating amount of studies showing malignancy-promoting roles for claudins in cancer cells. Down regulation of claudin-3 was associated with reduced growth and proliferation and a significantly increased number of apoptotic cells in ovarian cancer [28]. Claudin-1 expression conferred resistance to anoikis in colon cancer cells in a Src-dependent manner [29], reduced apoposis of nasopharyngeal carcinoma cells [27] and was also found to protect MCF-7 cells from TNF-α- and tamoxifen-induced death [30, 31]. However, some claudins may instead promote cell death, exemplified by the increased chemosensitivity to cisplatin through the claudin-7-mediated up regulation of caspase pathway in human NCI-H522 lung cancer cells [32] and stimulated anchorage-independent growth promoted by silencing of claudin-6 in breast carcinoma cells [33].

Here we found that primarily the basal-like and estrogen receptor-negative MDA-MB-231 and MDA-MB-468 cells were dependent on CLDND1 for survival. The same tendency was seen in BT-549 cells, which also are basal-like. However, the estrogen receptor-positive MCF-7 cells did not depend on CLDND1 for survival. The effect may therefore be specific or more pronounced for breast cancer cells with basal-like phenotype. There were also substantial differences between the cells in CLDND1 expression, with MDA-MB-231 expressing by far the highest levels. This is also one of the most CLDND1-dependent cell lines.

CLDND1 knockdown resulted in activation of caspase 3, PARP cleavage and mitochondrial release of cytochrome c in the cytosol. This clearly indicates that the cell death is primarily through apoptosis. Likewise, down regulation of claudin-1 led to cleavage of caspase-8 and PARP, and DNA fragmentation upon TNF-α stimulation in MCF-7 cells [30]. Knockdown of claudin-1 by siRNA increased the amount of poly (ADP-ribose) polymerase (PARP) regardless of tamoxifen treatment in MCF-7 cells, but not in T47D cells [31]. Survival effects of claudins may therefore be common for breast cancer cells, but with different claudins mediating the effect depending on cell type.

It has been suggested that claudins may involve several signalling pathways. Claudin-1 has been reported to augment xenograft tumor growth and metastatic behavior in athymic mice through its effects on E-cadherin expression and β-catenin/Tcf signaling in colon carcinoma [34]. Claudin-3 and claudin-4 control tumor growth and metastases through their regulation of β-catenin signaling in ovarian cancer xenografts [35]. An important role of claudin-5 in cell motility through N-WASP and the ROCK signalling cascade has been shown in breast cancer cells [36]. Also, an enhanced invasiveness through activation of c-Abl-PKCδ signaling [37] and epithelial-mesenchymal transition through activation of the c-Abl-ERK signaling pathway [38] in response to claudin-1 has been recorded in human liver cells. Moreover, claudin-23 expression is possibly correlated with the activation of the MEK signalling pathway during pancreatic cancer cell dissociation [39]. Furthermore, claudin-7 inhibits cell migration and invasion through ERK/MAPK signalling pathway in response to growth factor stimulation in human lung cancer cells [40]. Our data rather indicate a correlation between lower CLDND1 levels and increases in ERK1/2 phosphorylation. Inhibition of the ERK1/2 pathway augmented the apoptotic effects of CLDND1 depletion, indicating that the effects of CLDND1 depletion can be further enhanced by inhibition of ERK1/2. This may therefore reflect a compensatory activation of ERK1/2 which is reminiscent of what is seen following inhibition of reactive oxygen species in Epstein-Barr Virus-positive Burkitt’s lymphoma cells [41]. We also observed that removal of CLDND1 has the opposite effect on JNK since the phosphorylation to some extent was suppressed. However, inhibition of JNK, similar to inhibition of MEK-ERK1/2 augments cell death induction following CLDND1 depletion. The effects of siCLDND1 could therefore potentially be explained by a suppression of the JNK pathway but since inhibition of JNK alone (Fig 5C) does not have a major effect on cell survival, this cannot be the sole mediator of cell death.

## Conclusions

In conclusion, we demonstrate a novel survival role for CLDND1 in breast cancer cell with basal-like features. Depletion of CLDND1 induces apoptosis and also leads to alterations in the ERK1/2 and JNK pathways. Our data provide support for a combined approach, targeting CLDND1 and other survival pathways, as a tool to elicit substantial apoptosis of breast cancer cells.

How the deposited data were processed for this re-analysis (not part of the article)

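Gene expression was measured in 2 established breast cancer cell lines, MDA-MB-468 and BT-549, after transfection with a PKCδ siRNA (siPRKCD) or a control siRNA (siControl), on 12 Illumina Human HT-12 v4 BeadChip arrays, 3 for each of the 4 groups. The legend of Table 3 gives its fold changes as the mean of 3 experiments, and the labels number the replicates 1 to 3. No source used here says more on how the cultures behind the replicates were separated, so the p-values measure the spread between these samples. The time of 72 h and the siRNA concentration of 40 nM come from the general transfection protocol. MDA-MB-231 cells were not analysed here.

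The authors deposited bead signal intensities before normalization, as exported from the scanner software, and a table of signal intensities after their own normalization, which the methods call quantal. The authors also deposited a detection p-value for each probe and array, which compares the probe with the negative control beads of that array. The scanner software and its version are not given in the sources used here. Quantile normalization of the deposited signals over the 12 arrays differed from the authors' normalized table by at most 0.0083 on the log2 scale, so that table is on a linear scale and not centred. The lowest signal before normalization was 66.2, and no value had to be raised before taking the log.

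The signals before normalization were quantile-normalized over the 12 arrays and taken to log2, with no further background correction, since the methods name none. Of 47323 probes, 30113 had a single gene symbol in the probe annotation used here, 8 had several and 17202 had none. A probe with no symbol is unnamed here, and probes with several or none were left out of gene counts. Probes were kept where the detection p was under 0.01 on at least 3 of the 12 arrays, which left 19439 probes, 15378 of them with a single gene. Each of the 11459 genes was read from its kept probe with the highest mean signal. Of the 7 genes of Table 3, 5 could be read in this way.

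Tests were made in R 4.3.3 with limma 3.58.1. One model with a mean for each of the 4 groups was fitted over the 12 arrays (lmFit and eBayes, 8 residual and 7.64 prior degrees of freedom), with the contrast siPRKCD minus siControl in each line and the difference of the 2 contrasts, BT-549 minus MDA-MB-468, as the interaction. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Expected overlaps of calls are the product of the numbers of calls divided by the number of genes, and the lines share no control arrays. The correlation of fold changes was set beside the same correlation from the deviations of the arrays from their group means, with the 6 arrays of each line divided 3 against 3, since a simulation that draws genes independently (highest r 0.026 in 100 simulations) leaves out what the arrays share. This was added after the values had been seen. Gene lists, 26 in all, were written before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over the lists, for lists with at least 5 genes measured. With the correlation estimated for each list, none of the 26 lists was called in either line or in the difference between the lines, while 3, 5 and 4 lists had an unadjusted p under 0.05. Lists of snoRNA host genes, nonsense-mediated decay factors and NRF2 target genes were added after the values had been seen, and their p-values were adjusted over the 26 lists and these 3 together. The fits were tested on simulated data for the 11459 genes. In the MDA-MB-468 comparison 12, 44, 50 and 50 of 50 genes with changes of 0.3, 0.6, 1 and 2 on the log2 scale were recovered, and in the BT-549 comparison 12, 48, 50 and 50. Of 11259 unchanged genes, 9 and 10 were called. The noise was drawn independently for each gene here too, so these counts also leave out what the arrays share.

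The rule for the genes named in the text was set before the data were examined, when the values of Table 3 had already been seen. It takes PRKCD, the genes of Table 3, the 10 genes with the largest rise and the 10 with the largest fall in each line among called genes whose groups do not overlap, the 10 genes called higher and the 10 called lower in both lines with the largest smaller change, the 5 genes with the largest interaction in each direction, up to 4 genes of each list with the smallest adjusted p in each line, and the genes whose products or mRNA the study measures or uses as references. Symbols of unnamed loci were skipped. The text names only part of the genes that this rule gives. That part was picked after the values had been seen, and gene calls in a single line that hung on 1 array or on the scaling were left out of the passages, so the genes named there are steadier than the rule's full list, while the SDHA call, which hung on the scaling, stands in the closing section.

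Within a group the arrays correlated at 0.988 to 0.997 and between groups at 0.811 to 0.981, and no 2 arrays were identical. The first principal component held 83.0% of the variance and the second 8.35%. Replicate numbers are shared between siControl and siPRKCD in each line. In MDA-MB-468 cells the deviations of arrays with the same number from their group means correlated at 0.37, 0.29 and 0.49, so the numbers pair these samples, as a hint from the data and not from the labels. In BT-549 cells they correlated at 0.28, 0.010 and 0.046, and the numbers were not taken to pair the samples. The main tests used no pairing in either line, and the replicate number as a block was run as an alternative. The precision of all values is limited by 3 arrays per group.

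Alternatives set beforehand were background correction with neqc (offset 16) or normexp (offset 50), median centring in place of quantile normalization, the authors' normalized table, each line normalized and fitted alone, no filter on dim probes, probes detected on all 12 arrays, the mean of all kept probes of a gene, eBayes with trend and robust, the replicate number as a block, thresholds of an adjusted p under 0.01 or of at least 2-fold, an estimated correlation for the lists, and leaving out each array in turn. Testing all probes one by one, leaving out together the array with the fewest detected probes in each line, and leaving out arrays in the tests of gene lists were added after the data had been seen. A block for the BeadChip, and a search for short siRNA seed matches in transcripts, were set beforehand and not run.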

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

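The counts over other splits of the arrays were set before the results were seen, and the tests of the 3 gene patterns at the end of this part, the count over the splits that part the MDA-MB-468 pairs and the exchange of the groups of 1 line were chosen after the results had been seen. Differences between the lines are given as the log2 fold change in BT-549 minus that in MDA-MB-468 cells, from limma's interaction test.

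The response to PKCδ siRNA differed between the lines for 1234 genes, of which 329 were detected on no array of 1 of the lines. The genes with the largest falls in MDA-MB-468 cells were among them, with differences of 3.92 for S100A8, 2.97 for S100A7, 2.58 for DEFB1, 2.02 for CRYAB and 1.87 for the monocyte marker CD14. KRT5 differed by 1.68, AGR2 by 1.64, CCL20 by 1.61, the death ligand gene TNFSF10 by 1.15, CLDN10 by 0.95 and CLDN3 by 0.59. S100A7, DEFB1, KRT5, AGR2, CCL20, TNFSF10, CLDN10 and CLDN3 were detected on none of the BT-549 arrays, so they had no level there that could fall. CLDN3 was no longer called with neqc (adjusted p = 0.20) or median centring (adjusted p = 0.16). DDIT4, an inhibitor of mTOR signalling, differed by 1.53 and AKTIP by 0.94. Genes that rose in MDA-MB-468 cells gave differences of -2.36 for SERPINB7, which was detected on no BT-549 array, -1.39 for SOCS2, -1.32 for SNHG7 and -1.19 for DKK1.

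The falls in BT-549 cells gave differences of -2.88 for IFIT2, -2.56 for IFIT1, -2.36 for MX1, -1.31 for IFIT3 and -1.30 for IFI44. IFIT2 was lower in BT-549 cells and higher in MDA-MB-468 cells, with a log2 fold change of 0.98 (standard error 0.18, limma adjusted p = 8.4e-04), while of the 25 interferon response genes 6 were lower and 2 higher in MDA-MB-468 cells (6 and 2 adjusted over the list alone, camera adjusted p = 0.60). TDO2, a tryptophan-degrading enzyme, differed by -2.24, the smooth muscle actin gene ACTA2 by -2.00, SPARC by -0.87 and COL1A2 by -0.77, and these 4 were detected on no MDA-MB-468 array. Genes that rose in BT-549 cells gave differences of 2.90 for CITED4, 2.83 for STC1, 1.94 for SPRY4, 1.62 for NT5E, 1.34 for CCND1, 1.30 for VLDLR, 1.26 for ADM and 1.20 for NDRG1. PLEKHA1 differed by 1.04, and PRKCA, another protein kinase C, by -0.84 (adjusted p = 0.0084).

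Further differences depended on the processing or on single arrays. PRKCD itself differed by 0.84 (adjusted p = 0.0032), with adjusted p = 0.30 with neqc and 0.060 with median centring, and its signal in BT-549 cells started lower and ended near the limit of detection. MSN differed by 0.55 (adjusted p = 0.035), and the call was lost without any one of siControl replicates 1 and 3 and siPRKCD replicates 1 and 2 of MDA-MB-468 or siControl replicates 2 and 3 and siPRKCD replicates 2 and 3 of BT-549 (adjusted p from 0.053 to 0.10 in limma), and with median centring (adjusted p = 0.33). EGR1 differed by 1.05 (adjusted p = 0.047), and the call was lost without any one of siControl replicates 1 and 2 and siPRKCD replicates 2 and 3 of MDA-MB-468 or siControl replicates 2 and 3 and siPRKCD replicates 1 and 3 of BT-549 (adjusted p from 0.067 to 0.12 in limma), and with neqc (adjusted p = 0.081), median centring (adjusted p = 0.24), no filter (adjusted p = 0.11), the mean of kept probes (adjusted p = 0.051) and trend and robust (adjusted p = 0.062). HMGCS1 differed by -0.73 (adjusted p = 0.039), and the call was lost without any one of siControl replicates 2 and 3 and siPRKCD replicates 1 and 2 of MDA-MB-468 or siControl replicates 1 and 2 and siPRKCD replicates 2 and 3 of BT-549 (adjusted p from 0.059 to 0.11 in limma), and with neqc (adjusted p = 0.058), median centring (adjusted p = 0.12) and no filter (adjusted p = 0.077). SQSTM1 differed by -0.82, with adjusted p = 0.050 in limma without siControl replicate 2 of BT-549 and 0.055 without siPRKCD replicate 2 of MDA-MB-468. CDKN1A differed by 1.02, with adjusted p = 0.056 in limma without siControl replicate 2 of BT-549 and 0.054 without siControl replicate 2 of MDA-MB-468, and 0.096 with median centring. ATF4 differed by 0.63, with adjusted p = 0.050 with neqc and 0.077 with median centring.

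As sets, 7 gene lists differed between the lines in camera with the preset correlation and none with an estimated one. The adjusted p was 2.3e-10 for interferon response, 3.0e-05 for ATF4 targets, 5.4e-04 for ERK pathway output, 5.4e-04 for NF-kB target genes, 0.0029 for cholesterol synthesis, 0.0093 for mesenchymal markers and 0.015 for epithelial markers, and 0.32 or 0.40 for each with an estimated correlation. In MDA-MB-468 cells 7 of the 17 ATF4 targets were lower and 1 was higher (7 and 2 adjusted over the list alone, camera adjusted p = 0.16). The epithelial and mesenchymal lists were no longer called with neqc (adjusted p = 0.052 and 0.057). The epithelial, NF-kB and mesenchymal lists hold members that were detected in 1 line only and had no level in the other that could fall. KRT5 and CCL20 were detected on no BT-549 array, and SPARC and COL1A2 on no MDA-MB-468 array.

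Other divisions of the arrays were fitted in the same way. In MDA-MB-468 cells 1 of the 10 splits, the real one, gave as many genes as the 2991 called, and the highest of the others was 0. In BT-549 cells 1 of 10 gave as many as the 3030 called, and the highest of the others was 5. For the lists, 3 of 10 splits in MDA-MB-468 cells gave as many as the 5 called, with a highest other of 6, and 1 of 10 in BT-549 cells gave as many as the 9 called, with a highest other of 8. In MDA-MB-468 cells, where the replicate numbers pair the samples, the highest other was 3 lists among the 4 splits that part all pairs, and 6 among the splits that leave a pair together, and 5 lists were called with the replicate number as a block. The 10 splits per line are too few for a share under 0.05. Over 100 joint splits of both lines, only the real one, 1 of 100, gave as many genes lower in both lines (650, highest other 0) or higher in both lines (522, highest other 0). The 0 of the other splits is no further support, since groups that mix the siRNAs put the siRNA effect into the spread. If all 100 splits are equally open, a chance division of both lines at once can be excluded for these 2 counts. A chance division of 1 line alone cannot be excluded, since only the 10 splits of that line bear on it. Over the 40 splits that part all pairs of MDA-MB-468, 1 of 40 gave as many and the highest other was 0. If the replicate numbers also pair the BT-549 samples, only the 16 splits that part the pairs of both lines count. There 1 of 16 gave as many, which is not a share under 0.05, so the exclusion depends on BT-549 samples not being paired. For the 1234 genes different between the lines the splits decide nothing. The highest other was 1145, from a split that kept the labels of BT-549, and the real division with the groups of 1 line exchanged gave 4413, so this count follows the effects within each line. As many as 7 lists that differ between the lines were given by 20 of the 100 splits (highest other 10), so that a chance division cannot be excluded for the number of these lists.

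Outside Table 3, 645 genes were lower in both lines, and 522 were higher in both lines, which the paper does not report. Table 3 holds genes affected in all cell lines of the paper, among them MDA-MB-231, which was not analysed here. These counts therefore rest on a wider criterion than that of Table 3. Interferon genes were lower in BT-549 cells, with a median log2 fold change of -0.78 over 25 genes (camera adjusted p = 1.1e-12, and adjusted p = 0.21 with an estimated correlation). Scaling of the arrays does not account for it, since the weaker of the medians relative to all genes was -0.79 under median centring and neqc. A low level in MDA-MB-468 cells bears only on the difference between the lines, and of the 17 genes that fell in BT-549 cells 14 were detected on all 3 siControl arrays of MDA-MB-468 and 7 had a higher mean siControl signal there than in BT-549 cells. Whether the control siRNA itself raised interferon genes in BT-549 cells cannot be told apart from a fall after PKCδ siRNA, since 0 arrays of untransfected cells were used. A lower interferon response after loss of PKCδ stays open as a hypothesis, as does an off-target effect of the PKCδ siRNA, whose seed search was not run, and untransfected cells and another PKCδ siRNA would decide between them.

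Among the genes higher in both lines were host genes of small nucleolar RNAs, with 13 of 17 measured genes higher in MDA-MB-468 and 12 in BT-549 cells and none lower. The list was written after 5 of its genes had been named by the ranking, and of the other 12 genes 8 and 7 were higher, with medians of 0.55 and 0.51 on the log2 scale (camera adjusted p = 3.0e-05 and 2.4e-05 over the 26 lists and 3 added ones, and adjusted p = 0.030 and 0.032 with an estimated correlation). The class was picked after the values had been seen, so these p-values are not independent support. Scaling of the arrays does not account for the pattern over all 17 genes (smallest median relative to all genes 0.78). This was not computed for the 12 genes alone. Nor does the signal level of the probes account for it, since these 12 genes lay above 100% of 10000 random lists matched on mean signal in each line. Those lists were drawn gene by gene, so the comparison bears on signal level only. The transcripts of these host genes are known to be degraded by nonsense-mediated decay, and a weaker decay stays open, because the 5 measured decay factors, which that decay holds down, had medians of 0.14 and -0.069 with members going both ways.

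Among the genes lower in both lines were NRF2 target genes, with 12 of 20 measured genes lower in MDA-MB-468 and 11 in BT-549 cells and none higher (camera adjusted p = 2.4e-07 and 1.1e-04 over the 26 lists and 3 added ones, and adjusted p = 0.14 and 0.23 with an estimated correlation, so that the call is lost). The list was written after PGD had been named, and without PGD 11 and 10 of 19 were lower. Scaling does not account for the lower median (weakest median relative to all genes -0.39), though with median centring 7 and 8 of the 20 were called lower. Probes shared by the paralogs of the AKR1 family do not account for it either, since the 17 genes without them had medians of -0.34 in MDA-MB-468 and -0.43 in BT-549 cells. Their larger camera p was 2.9e-05, unadjusted and with the preset correlation, and an estimated correlation was not run for them. Lower NRF2 activity after loss of PKCδ and an off-target effect of the siRNA stay open, and NRF2 protein measured after another PKCδ siRNA would test the first.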

How the results depend on the processing

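Of the alternatives, testing all probes one by one and leaving out both dimmest arrays together, as well as leaving out arrays in the list tests, were added after the data had been seen. Dimmest here means the fewest detected probes in the line, which picked MDA-MB-468 siControl replicate 3 and BT-549 siPRKCD replicate 2. Mean signal was lower on MDA-MB-468 siPRKCD replicate 2 (315.7 against 338.1) and on BT-549 siPRKCD replicate 3 (369.1 against 383.0), which were not left out together. Of 173 pairs of a named gene and a comparison, 161 were called, and 137 of the 173 kept their direction and their side of the threshold under every alternative that gave a value. The 5 candidate genes were lower in both lines under every alternative, and PRKCD fell in each line under every alternative that gave a value; it was not among the genes detected on all 12 arrays. No gene called in both settings changed direction with neqc, median centring, both dimmest arrays left out or the replicate block.

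With median centring 1461 genes were called in MDA-MB-468 and 1788 in BT-549 cells, 331 lower and 136 higher in both lines and 510 different between the lines. At an adjusted p under 0.01 the counts were 1746, 1741, 331, 228 and 523, and at least 2-fold they were 200, 178, 16, 6 and 213. The number different between the lines was 616 with probes detected on all 12 arrays, which tests fewer genes, and 1862 with the replicate block, which changed no other count by over 1.5 times. With that block 3686 genes were called in MDA-MB-468 and 3735 in BT-549 cells, and 865 were lower and 721 higher in both lines. CLDND1, whose difference between the lines of 0.39 had an adjusted p of 0.065, passed with the replicate block (adjusted p = 0.048) and with no filter (adjusted p = 0.047), and PLEKHA2 with neqc (adjusted p = 0.017). The correlation between the lines was 0.429 with neqc and 0.550 with probes detected on all 12 arrays. With an estimated correlation 0 gene lists were called in MDA-MB-468 cells (5 before), 0 in BT-549 cells (9 before) and 0 for the difference (7 before). The causes of these changes were not tested.

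Leaving out each array in turn gave 2157 to 3173 genes in MDA-MB-468, 2069 to 3236 in BT-549 cells, 493 to 676 lower in both, 360 to 550 higher in both and 854 to 1199 different between the lines, a correlation of 0.445 to 0.474, and 5 to 7, 8 to 9 and 7 to 10 lists. PRKCD ranged from -1.83 to -1.66 and from -0.96 to -0.78. Changes of sign were seen for values near 0. The PRKAR1A difference between the lines was -0.17 with median centring and -0.13 to 0.20 without single arrays. PARP1 ranged from -0.0055 to 0.074 in MDA-MB-468 and from -0.026 to 0.030 in BT-549 cells without single arrays, with -0.0050 and 0.030 without both dimmest arrays. YWHAZ ranged from -0.044 to 0.16 and from -0.17 to 0.031, with 0.082 in BT-549 cells as the mean of all kept probes and 0.030 without both dimmest arrays. MAPK8 ranged from -0.026 to 0.13 in MDA-MB-468 cells, with -0.026 without both dimmest arrays, and MAPK9 was 0.0013 in BT-549 cells as the mean of all kept probes. Among genes of the naming rule, single-line calls that the text does not state were also lost without 1 array, for HSPA5, STC1, GDF15, ADM, IFI44, CASP2, CYCS and PRKCA in MDA-MB-468 cells and for PRKCA, PRKCE, PMAIP1, CASP2 and BCL2L1 in BT-549 cells. A BeadChip block and the seed search were not run. Probes near the background, such as PRKCD in BT-549 cells, give fold changes that understate the fall.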

Differences from the paper's values

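For the 5 genes of Table 3 read here, 9 of 10 log2 fold changes lay within the replicate SD of the paper's, and the adjusted p-values differed by more than 1.5 times. PRKAR1A in MDA-MB-468 cells had a log2 fold change of -1.53, where the paper's value is -1.90. Among the alternatives set before the data were examined, neqc, normexp, the mean of all kept probes and leaving out MDA-MB-468 siPRKCD replicate 3 gave no difference, and the others did. A second PRKAR1A probe gave -1.90 in MDA-MB-468 and -1.68 in BT-549 cells, which are the paper's values in both lines.

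The adjusted p of CLDND1 was 8.2e-08 in MDA-MB-468 cells (the paper's 2.43e-07) and 4.5e-06 in BT-549 cells (the paper's 1.01e-05). That of MSN was 1.4e-08 (the paper's 2.10e-07) and 1.2e-06 (the paper's 8.81e-06), that of PLEKHA2 9.1e-07 (the paper's 8.58e-06) and 2.3e-05 (the paper's 1.23e-04), and that of SLC30A9 9.6e-07 (the paper's 4.98e-06) and 1.8e-05 (the paper's 6.00e-05), all from limma. For these 8 values, of the alternatives set before the data were examined, only no filter on dim probes left no difference in each. Leaving out single arrays, 2 to 5 of the 12 depending on the gene and line, also left none, as did neqc for MSN in MDA-MB-468 cells, and the other alternatives set beforehand did not. Testing all probes one by one, which was chosen after seeing the values and drops none of the 5 genes, left no difference in all 8. Leaving out both dimmest arrays, also chosen after seeing the values, left none for PLEKHA2 in both lines. In limma over all probes the adjusted p in MDA-MB-468 and BT-549 cells was 2.4e-07 and 1.0e-05 for CLDND1. It was 2.1e-07 and 8.7e-06 for MSN, 8.3e-06 and 1.2e-04 for PLEKHA2, and 4.8e-06 and 5.7e-05 for SLC30A9. These 8 values lie near the paper's, so the differences go with testing the filtered genes in place of all probes.

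The adjusted p of PRKAR1A was 2.2e-06 in MDA-MB-468 cells (the paper's 1.08e-07) and 4.4e-06 in BT-549 cells (the paper's 1.11e-06). In BT-549 cells normexp, the replicate block and leaving out MDA-MB-468 siPRKCD replicate 3 left no difference, and the other alternatives did not. In MDA-MB-468 cells no alternative did, while the second PRKAR1A probe, adjusted over all probes, had an adjusted p of 1.1e-07 in MDA-MB-468 and 1.1e-06 in BT-549 cells from limma. The fold changes and adjusted p-values of this probe match the paper's in both lines, so the differences for PRKAR1A go with the probe that was read.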

Other observations

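Claudins and other tight junction genes were lower in part in MDA-MB-468 cells, with 7 of 16 measured genes lower and 2 higher (9 and 3 adjusted over the list alone, camera adjusted p = 0.066), and 2 lower and 2 higher in BT-549 cells (3 and 2 adjusted over the list alone, camera adjusted p = 0.63). CLDN12 had log2 fold changes of -0.81 (standard error 0.11, limma adjusted p = 5.4e-05) in MDA-MB-468 and of -0.69 (adjusted p = 2.0e-04) in BT-549 cells, and CLDN10 had one of -1.04 in MDA-MB-468 cells. In BT-549 cells TNFRSF10B, a receptor for TRAIL, had a log2 fold change of 0.80 (standard error 0.14, limma adjusted p = 5.4e-04), and of 9 measured genes of death receptor signalling 3 were higher and 2 lower (camera adjusted p = 0.31), against 1 and 1 in MDA-MB-468 cells (camera adjusted p = 0.62), with the same counts adjusted over the list alone. The cell cycle inhibitor gene CDKN1A had 1.32 and the growth factor gene GDF15 1.64 in BT-549 cells, where 4 of 16 p53 target genes were higher and 2 lower (camera adjusted p = 0.31), against 3 and 3 in MDA-MB-468 cells (camera adjusted p = 0.76), with the same counts adjusted over the list alone. Of 14 genes of caspases and the apoptosome 4 were higher and 2 lower in MDA-MB-468 cells (4 and 3 adjusted over the list alone, camera adjusted p = 0.62), and 3 and 1 in BT-549 cells (3 and 2 adjusted over the list alone, camera adjusted p = 0.58). CASP8 had a log2 fold change of 0.56 in MDA-MB-468 cells.

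Proliferation genes moved little as groups. Of 22 mitosis genes 4 were higher and 1 lower in MDA-MB-468 cells (camera adjusted p = 0.16) and 4 and 2 in BT-549 cells (camera adjusted p = 0.58), with the same counts adjusted over the list alone. Of 19 genes of DNA replication and G1/S 2 were higher in MDA-MB-468 (1 adjusted over the list alone, camera adjusted p = 0.48) and 2 lower in BT-549 cells (2 adjusted over the list alone, camera adjusted p = 0.82). Of 12 hypoxia and glycolysis genes 5 were higher and 1 lower in BT-549 cells (6 and 2 adjusted over the list alone, camera adjusted p = 0.049, and adjusted p = 0.44 with an estimated correlation), and 3 were higher in MDA-MB-468 cells (3 adjusted over the list alone, camera adjusted p = 0.33). In limma's camera the call in BT-549 cells was lost with neqc (adjusted p = 0.11) and the replicate block (adjusted p = 0.062), without BT-549 siControl replicate 3 (adjusted p = 0.062) or siPRKCD replicate 1 (adjusted p = 0.21), and without MDA-MB-468 siControl replicate 1, 2 or 3 (adjusted p = 0.051, 0.057 and 0.055) or siPRKCD replicate 1, 2 or 3 (adjusted p = 0.052, 0.054 and 0.061). Fatty acid synthesis and activation had 5 of 11 genes lower in BT-549 cells (1 higher and 6 lower adjusted over the list alone, camera adjusted p = 0.16) and 2 higher and 1 lower in MDA-MB-468 cells (2 and 1 adjusted over the list alone, camera adjusted p = 0.76). Of 13 genes of the AP-1 and JNK pathway 2 were higher and 3 lower in MDA-MB-468 (2 and 4 adjusted over the list alone, camera adjusted p = 0.49) and 2 and 2 in BT-549 cells (2 and 2 adjusted over the list alone, camera adjusted p = 0.63). Of 11 genes of the small RNA machinery 3 were higher and 1 lower in MDA-MB-468 (4 and 1 adjusted over the list alone, camera adjusted p = 0.33) and 2 higher in BT-549 cells (2 adjusted over the list alone, camera adjusted p = 0.63). Of 10 members of the PKC and PKD family 1 was higher and 2 lower in each line (2 and 2, and 1 and 2, adjusted over the list alone, camera adjusted p = 0.76 and 0.74).

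Lists that were called in 1 line had these counts in the other. In MDA-MB-468 cells 6 of 16 autophagy and lysosome genes were lower and 2 higher (6 and 2 adjusted over the list alone, camera adjusted p = 0.14), 5 of 15 ER chaperones and unfolded protein response genes were lower (6 adjusted over the list alone, camera adjusted p = 0.11), and of 18 cholesterol synthesis genes 1 was higher and 1 lower (0 and 1 adjusted over the list alone, camera adjusted p = 0.78). In BT-549 cells 3 of 9 anti-apoptotic BCL2 family members and IAPs were lower and 1 higher (4 and 2 adjusted over the list alone, camera adjusted p = 0.58), and of 16 NF-kB target genes 1 was higher and 1 lower (0 and 1 adjusted over the list alone, camera adjusted p = 0.82). In limma 0 of 13 mesenchymal markers were called in MDA-MB-468 (0 adjusted over the list alone, 1 at an unadjusted p under 0.05, camera adjusted p = 0.76) and 0 of 13 epithelial markers in BT-549 cells (0 adjusted over the list alone, 1 at an unadjusted p under 0.05, camera adjusted p = 0.82). These counts include genes with no detected level that could fall. Such genes were SPARC and COL1A2 in MDA-MB-468 cells, and KRT5 and the NF-kB target CCL20 in BT-549 cells. Of 10 pro-apoptotic BCL2 family members, not called as a list in either line, 1 was higher and 1 lower in BT-549 cells (1 and 1 adjusted over the list alone, camera adjusted p = 0.58).

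Of the markers of other cell types, 6 of 10 leukocyte and 6 of 11 luminal ones were measured. Of 6 measured leukocyte markers 1 was lower in each line (1 and 0 adjusted over the list alone, camera adjusted p = 0.27 and 0.95). Of 6 luminal markers 3 were lower in MDA-MB-468 (camera adjusted p = 0.066) and 1 in BT-549 cells (camera adjusted p = 0.63), with the same counts adjusted over the list alone. Of 8 reference genes 1 was higher and 2 lower in MDA-MB-468 and 1 and 1 in BT-549 cells (camera adjusted p = 0.62 and 0.82), with the same counts adjusted over the list alone. Among the genes used for qPCR normalization, SDHA had a log2 fold change of -0.43 (limma adjusted p = 0.0084) in MDA-MB-468 cells, with adjusted p = 0.14 after median centring and 0.084 as the mean of its kept probes, and YWHAZ had 0.04 and -0.08 (adjusted p = 0.86 and 0.73). Of the genes whose products the paper follows, MAPK3 had -0.83 (limma adjusted p = 0.0010) in BT-549 cells. PARP1 had 0.036 in MDA-MB-468 and -8.0e-04 in BT-549 cells, MAPK8 had 0.05 and 0.09 and MAPK9 had -0.09 and -0.10, none of them called.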
